A study of Mus musculus with 99 samples.

How the data were processed

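RNA sequencing of bulk tissue punches was analysed in 99 libraries from juvenile offspring of C57BL/6 dams. The dams drank fentanyl at 10 µg/ml in water, or plain water, from embryonic day 0 until the pups were weaned. Per the labels, RNA was extracted with Trizol and a column kit and libraries were made from 10 ng of RNA with the SMART-Seq v4 kit. The punches came from the ventral tegmental area (VTA), the ventrobasal thalamus (VBT), the primary somatosensory cortex (S1), the prelimbic cortex (PrL) and the nucleus accumbens (NAc).

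The authors deposited raw counts of reads per Ensembl gene, 1 file per library, without normalization. The layout is that of htseq-count output, with 55335 gene identifiers and 5 lines for reads not assigned to a gene. The labels and files name no aligner, genome build or annotation release. Gene symbols, positions, exon lengths and GC contents were taken from GENCODE M21 (GRCm38) for the 55154 identifiers it holds. Positions below are on that build, which may differ from the one the authors used.

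Totals over genes ranged from 16515545 to 52069639 counts per library, with a median of 35979923. CPM values were scaled to this total. A gene with a count of 0 may still be present at up to 3 counts, and this limit covers counting error only, since reads without molecular identifiers are not independent molecules.

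The 20 groups were formed by region, sex and treatment as the labels give them. The labels give no litters, so libraries of a group were treated as independent. Each region was fitted alone with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter filterByExpr on the 4 groups, and robust dispersion estimates. The contrasts were fentanyl minus water in females, the same in males, their average, and male minus female (the interaction). P-values were adjusted by Benjamini-Hochberg over the genes tested in the region, and genes with an adjusted p under 0.05 are called. Standard errors were derived from the F statistic. Spearman's rho across genes compared the female and the male log2 fold changes.

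A set of 14 gene lists was tested in the female and male contrasts with camera of limma 3.58.1, which assumed a correlation of 0.01 between genes, and adjusted over the lists and both contrasts of a region. The lists cover nuclear oxidative phosphorylation genes, mitochondrially encoded genes, large ribosomal proteins, opioid receptors and peptides, immediate early genes, dopamine genes, circadian genes, glutamate receptors, GABA receptors, extracellular matrix, oligodendrocytes, astrocytes, microglia and endothelium. Lists for choroid plexus, blood, the 4 region types and sex served as checks of the libraries. A region score is the mean log2 of CPM plus 1 over a list.

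The genes named were set by a rule. In the female and in the male contrast of a region, they are the 2 called genes with the smallest p that rose and the 2 that fell. Where no gene was called, the 1 gene with the smallest p was taken. In the average and interaction contrasts, they are the 1 called gene that rose and the 1 that fell. The genes of the opioid, region and sex lists were named whatever their values. The contrasts, lists, rule and most alternatives were fixed before the data were examined.

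Alternatives to these fits were DESeq2 size factors within edgeR, the Wald test of DESeq2 1.42.0, limma-voom with sample weights, no filter on low counts, a filter at a mean of 50 counts, the replicate number as a block, the number of genes with a count as a covariate, the libraries of 1 sex alone, fry or an estimated correlation for the lists, and each library left out in turn. Others were chosen after seeing the data. These were offsets for GC content or exon length (a trend fitted per library), the percent of reads outside exons as a covariate, marker scores of neighbouring tissue as covariates, and fits without particular libraries.

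For each result of a fit, treatment labels were also exchanged within each sex in 60 splits of the libraries, the real one included, drawn from 126 per sex. Measures of the libraries were compared between groups by two-sided exact permutation tests, adjusted by Benjamini-Hochberg. Correlations across libraries used permutation tests. These steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

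The fits were tested on simulated counts with the means and library sizes of each region. Of 100 genes changed 2-fold and 100 changed 1.5-fold in males, VTA recovered 11 and 2, VBT 87 and 60, S1 93 and 60, PrL 85 and 63, and NAc 79 and 55. The number of false calls in males was 1 in VTA, 6 in VBT, 5 in S1, 8 in PrL and 2 in NAc. A simulated GC trend in VBT gave 2633 false calls, which offsets for GC content lowered to 8. All libraries were kept in the fits across genes as first reported. VTA male water 3, with counts for few genes, was left out of the permutation tests of library measures, of the comparisons of same-numbered libraries, of slopes within groups, and of the region means that single libraries were compared with.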

Results

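The study measured transcript levels in 5 brain regions of juvenile mice of both sexes, exposed to fentanyl through the dam before and after birth, or to water. It asks how perinatal exposure changes expression in reward and sensory regions of each sex. Of the 20 groups, 19 had 5 libraries and 1, S1 from males exposed to water, had 4. Library totals ranged from 16515545 to 42351726 counts in VTA, from 24434050 to 52069639 in VBT, from 28138744 to 45205022 in S1, from 31068527 to 45421316 in PrL and from 23032078 to 45360396 in NAc. Reads outside exons made up between 9.48% and 17% of the assigned and unassigned reads of a library.

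Region and sex labels were compared with expression. By rank correlation with the mean of each region, 98 of the 99 libraries lay nearest to their own region. The exception was VTA male water 3, whose rho was 0.626 with VBT and 0.606 with VTA. That library had counts for 6333 genes, against at least 22790 in every other library when thinned to 16000000 counts. Its score was 1.21 for the VTA list (Th, Slc6a3, Slc18a2, En1, Pitx3 and Foxa2) and 8.07 for the VBT list. In the other VTA libraries the scores were 5.68 ± 0.744 and 3.26 ± 0.245 (SD, n = 19), and across VBT the VBT score was 8.08 ± 0.38 (SD, n = 20). The cortex score was 5.92 ± 0.11 (SD, n = 19) in S1 and 6.08 ± 0.16 (SD, n = 20) in PrL, and the striatal score was 7.94 ± 0.46 (SD, n = 20) in NAc. The choroid plexus score reached 6.26 in VBT female water 2, against 1.47 ± 0.665 (SD, n = 19) in the other VBT libraries, and the mean blood score was highest in VTA, at 4.07 ± 0.927 (SD, n = 19, without male water 3). Xist averaged 677 ± 245 CPM (SD, n = 50) in females, with a minimum of 361, and 3.18 ± 6.08 CPM (SD, n = 49) in males. The Y-linked genes averaged in males 101 ± 29.2 CPM for Ddx3y, 63.6 ± 14.2 for Eif2s3y, 48.1 ± 10.5 for Kdm5d and 21.5 ± 4.39 for Uty (SD, n = 49). In females their means were 0.284 ± 1.33 CPM for Ddx3y, 0.171 ± 0.767 for Eif2s3y, 0.143 ± 0.606 for Kdm5d and 0.0562 ± 0.253 for Uty (SD, n = 50), and the highest value of each was in VBT female fentanyl 1.

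**Figure D1:**
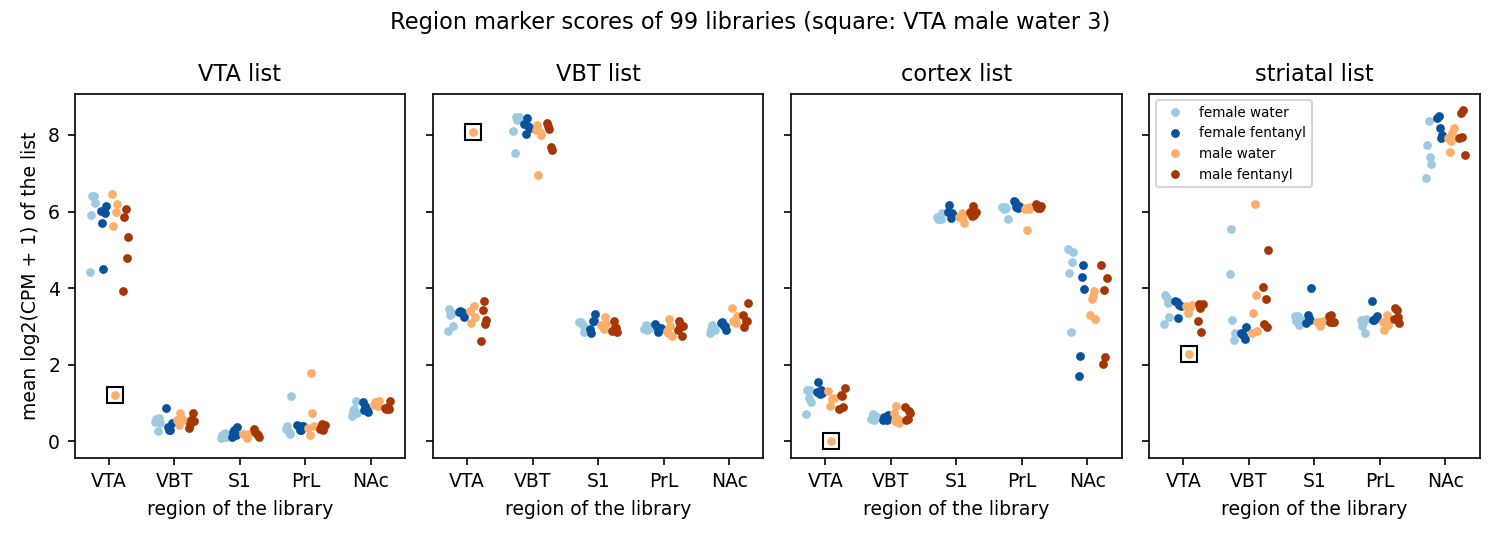
Mean log2(CPM + 1) of 4 region marker lists (vertical axis) in each library by region (horizontal axis), coloured by sex and treatment. The square marks VTA male water 3, which scores 8.07 on the VBT list and 1.21 on the VTA list.

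In VTA, 19443 genes were tested. No gene was called in females, where 218 had an unadjusted p under 0.05, and 42 were called in males, of which 20 rose and 22 fell. The average contrast called 60 genes, 26 up and 34 down, and the interaction called 0, with 497 at an unadjusted p under 0.05. These counts depended on VTA male water 3. Without it 4355 genes were called in males, 2174 up and 2181 down, 4580 in the average and still 0 in females, with 2518 at an unadjusted p under 0.05. All 42 genes and all 60 were among them, with the same direction. Of the 4355, 96.9% had the opposite sign in female water libraries of high against low GC trend, and 854 genes were called with offsets for GC content as well. The square root of the common dispersion fell from 0.558 to 0.179. The largest shift from another tool was with limma-voom, which called 6404 genes in males.

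The genes named in VTA males were mt-Co1 (ENSMUSG00000064351, mitochondrial genome, 5328 to 6872, protein-coding), mt-Cytb (ENSMUSG00000064370), Snrnp70 (ENSMUSG00000063511, chromosome 7, 45376453 to 45395742) and Slc22a17 (ENSMUSG00000022199, chromosome 14, 54906304 to 54913132). By edgeR, mt-Co1 rose by 0.66 (log2 fold change, SE 0.09, adjusted p 0.00464), from 12270 ± 1012 CPM in water to 17900 ± 787 in fentanyl (SD, n = 5 each), and the groups did not overlap. For mt-Cytb the log2 fold change was 0.57 (adjusted p 0.00464), for Snrnp70 -0.65 (adjusted p 0.0268) and for Slc22a17 -0.50 (adjusted p 0.0329). In the average contrast mt-Co1 changed by 0.46 and Slc22a17 by -0.38. Offsets for GC content with all libraries reversed mt-Co1 and mt-Cytb in males, to -2.07 and -2.24; with VTA male water 3 left out as well, mt-Co1 was at 0.33 and mt-Cytb at 0.23. Nuclear copies of mitochondrial sequence can share reads with both. The gene with the smallest p in females, Rln3 (ENSMUSG00000045232), was not called (log2 fold change -7.54, SE 1.81, edgeR adjusted p 1). One library, female water 1, held 39.4 CPM of Rln3, and without it the log2 fold change was -4.12.

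No gene was called in any contrast in VBT, where 18923 genes were tested. At an unadjusted p under 0.05 there were 1487 genes in females, 1646 in males, 1606 in the average and 1520 in the interaction. The genes with the smallest p were Otop1 in females (ENSMUSG00000051596, log2 fold change -3.11, SE 0.64, edgeR adjusted p 0.408) and the pseudogene Gm10275 in males (ENSMUSG00000069682, 0.48, SE 0.07, edgeR adjusted p 0.066).

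In S1, 19748 genes were tested. Females had 28 called genes, 25 up and 3 down, with 2752 at an unadjusted p under 0.05, and males had 0, with 1412. The average contrast called 203, 161 up and 42 down, and the interaction 0, with 817 at an unadjusted p under 0.05. The interaction was the test of a sex difference, so the counts of 28 and 0 are not shown to differ. Offsets for exon length left 0 calls in females (2285 at an unadjusted p under 0.05) and 79 in the average, 64 of them among the 203. With the percent of reads outside exons as a covariate there were 0 in females (3040 at an unadjusted p under 0.05) and 1 in the average. Without male fentanyl 5 the female count was 220, and in 11 of the 19 fits without 1 library it was 0, as without female fentanyl 1, with 2232 at an unadjusted p under 0.05. Phf1 (ENSMUSG00000024193, chromosome 17, 26933052 to 26937908) rose in females by 0.42 (log2 fold change, SE 0.07, edgeR adjusted p 0.0438), from 23.6 ± 1.32 CPM to 31.8 ± 1.15 (SD, n = 5 each), without overlap of the groups. The gene overlaps AC144621.3 and Cuta on the other strand. AC121821.3 (ENSMUSG00000118030), an antisense transcript that overlaps Matr3 on the other strand, rose by 1.52 from 1.47 ± 0.318 CPM to 4.22 ± 1.22 (SD, n = 5 each). Among the genes that fell, Abca1 (ENSMUSG00000015243) changed by -0.44 and Gm45853 (ENSMUSG00000110635) by -1.28, with edgeR adjusted p of 0.0463 for both. In males the smallest p belonged to the pseudogene Gm12960 (ENSMUSG00000100514, log2 fold change 0.65, edgeR adjusted p 0.617), not called. The average contrast named Dkkl1 (ENSMUSG00000030792, 0.35) and the pseudogene Gm10709 (ENSMUSG00000074516, -0.77), each at an edgeR adjusted p of 0.0168.

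PrL had 19074 tested genes. Females had 4 called genes, all down, which became 0 in 15 of the 20 fits without 1 library (1521 at an unadjusted p under 0.05 without female fentanyl 1), and males had 0, with 2284 at an unadjusted p under 0.05. The average contrast called 133, 27 up and 106 down, and the interaction 0, with 494 at an unadjusted p under 0.05. The percent of reads outside exons as a covariate left 0 calls in the average contrast, with 1381 genes at an unadjusted p under 0.05. Without PrL female water 5 and male water 3, whose olfactory bulb scores were 4.18 and 4.58 against at most 2.47 in the other 18, the average contrast called 66. Without male water 4 as well, which had that 2.47 against at most 1.74 in the remaining 17, it called 48. The average count ranged from 38, without female water 5, to 289, without female water 1. Bmp1 (ENSMUSG00000022098, chromosome 14, 70474558 to 70520234) fell in females by 0.46 on the log2 scale (SE 0.08, edgeR adjusted p 0.0456), from 66.2 ± 6.47 CPM to 47.2 ± 3.06 (SD, n = 5 each). Gm38340 (ENSMUSG00000102516) changed by -1.30. The remaining 2 genes, chosen for mention after their values were seen, were Plch2 (log2 fold change -0.34) and Gm37206 (-0.77). Gpatch8 (ENSMUSG00000034621, chromosome 11, 102475915 to 102556392) had the smallest p in males without being called (log2 fold change -0.28, SE 0.05, edgeR adjusted p 0.101). It was the gene named as falling in the average contrast (-0.25, SE 0.03, edgeR adjusted p 0.00439), with 84.1 ± 3.28 CPM in female fentanyl, 99.5 ± 7.21 in female water, 86.9 ± 1.88 in male fentanyl and 107 ± 4.04 in male water (SD, n = 5 each). Reep5 (ENSMUSG00000005873) rose by 0.18 (edgeR adjusted p 0.011).

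In NAc, 19480 genes were tested. Females had 0 called genes, with 1760 at an unadjusted p under 0.05, and males had 129, of which 82 rose and 47 fell. The average contrast called 0, with 2343 at an unadjusted p under 0.05, and the interaction 0, with 2966. The male count was 0 without male water 3, with 2845 at an unadjusted p under 0.05, 813 without male fentanyl 5 and 12 with offsets for exon length, all among the 129. Vti1b (ENSMUSG00000021124, chromosome 12, 79156017 to 79172667), which overlaps Arg2 on the other strand, rose by 0.42 (log2 fold change, SE 0.06, edgeR adjusted p 0.00625), from 113 ± 5.55 CPM to 147 ± 9.53 (SD, n = 5 each). Prdx1 (ENSMUSG00000028691) rose by 0.36 (edgeR adjusted p 0.0203). Lin7a (ENSMUSG00000019906) changed by -0.58 (SE 0.10, edgeR adjusted p 0.0242), from 47.8 ± 2.86 CPM to 31.4 ± 3.30 (SD, n = 5 each), and Gm43844 (ENSMUSG00000106858) by -1.63 from 0.735 ± 0.153 CPM to 0.227 ± 0.0425. None of these 4 genes overlapped between the male groups. In females the smallest p was that of 9330121K16Rik (ENSMUSG00000110249, log2 fold change -0.82, edgeR adjusted p 0.544), not called.

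**Figure D2:**
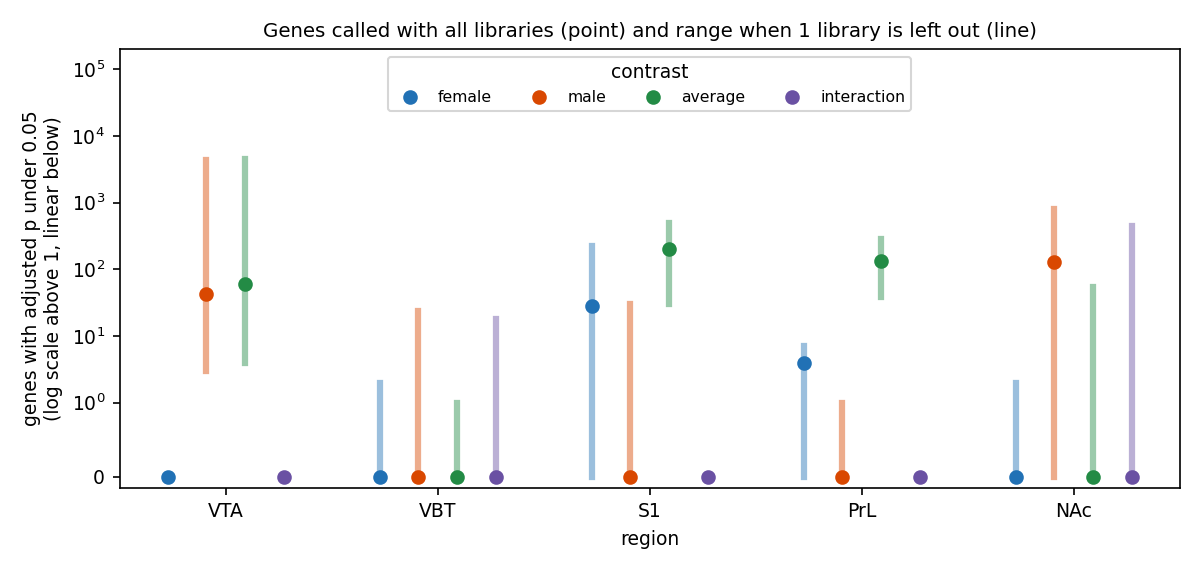
Genes with an adjusted p under 0.05 (vertical axis, log scale above 1) by region and contrast. Points show all libraries and lines the range when 1 library is left out; the male line of VTA runs from 3 to 4355.

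**Figure D3:**
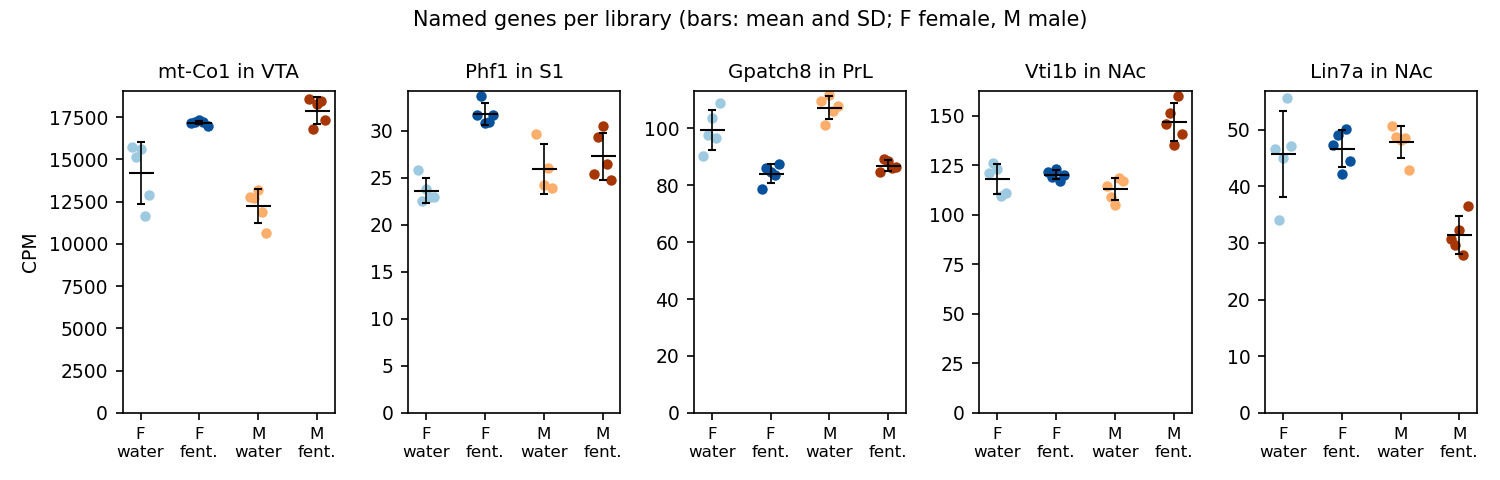
CPM (vertical axis) of 5 named genes in each library of the region given above each panel, by sex and treatment, with the mean and SD. Vti1b and Lin7a in NAc separate the male groups, and female groups overlap.

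Spearman's rho across genes between the female and male log2 fold changes was 0.314 in VTA, -0.0013 in VBT, 0.280 in S1, 0.347 in PrL and -0.0138 in NAc. Genes are not independent replicates, so rho was tested by the splits of the libraries given in the closing section. The sexes have separate water groups.

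With camera, 7 of the 28 list tests were called in VTA, 8 in VBT, 14 in S1, 11 in PrL and 14 in NAc. Of these, 1 held under fry in S1 and 6 in NAc, with 0 in the other regions, and 0 in any region under an estimated correlation. The S1 call that held was the nuclear oxidative phosphorylation list in females, with a mean log2 fold change of 0.30 and 72 of 76 genes up (fry adjusted p 0.0231). Libraries of the S1 female groups also differed in their trend with exon length, as given below. No value of this list under offsets for exon length is reported for S1, so exon length stays open for this call. In NAc females the calls that held were dopamine (0.23) and opioid genes (0.28), each at a fry adjusted p of 0.0266. The striatal score of these females was 8.2 ± 0.25 in fentanyl and 7.53 ± 0.56 in water (SD, n = 5 each; exact permutation p 0.0476, adjusted 0.476). With the cortex score as a covariate the lists were at 0.13 and 0.20. In NAc males they were nuclear oxidative phosphorylation (0.28, 75 of 76 genes up), large ribosomal proteins (0.31, 44 of 45 genes up), matrix (-0.37) and microglia (0.14), with fry adjusted p from 0.0211 to 0.0269. A change as large for microglia came from 24 of the 60 splits, the real one included, so regrouping often gives it. For matrix it came from 3 splits, and for nuclear oxidative phosphorylation and large ribosomal proteins from 1 each. Offsets for exon length lowered the nuclear oxidative phosphorylation list in NAc males to 0.14, with 65 of 76 genes up. Over the 10 tests of each list in 5 regions, camera called immediate early genes in 8 (7 up, 1 down) and nuclear oxidative phosphorylation in 8 (4 up, 4 down). It called astrocyte and circadian genes in 6 each, oligodendrocyte and large ribosomal protein genes in 5 each, mitochondrially encoded genes in 4, endothelial and matrix genes in 3 each, GABA receptors and microglia in 2 each, dopamine and opioid genes in 1 each, and glutamate receptors in 0. The 8 calls of immediate early genes did not hold under fry.

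The 8 opioid genes were tested in females and males of each region. Over all genes 0 were called. Adjusted over the 8 genes of the list within each sex, the count was 0 in VTA, VBT, S1 and NAc and 1 in PrL. At an unadjusted p under 0.05 there were 0 tests in VTA, 2 in VBT, 1 in S1, 3 in PrL and 3 in NAc, of 16 each. The 1 call was Pdyn in PrL males, with a log2 fold change of 0.42 (SE 0.14, edgeR p 0.00616, adjusted over the 8 genes in males 0.0493). That adjustment does not cover the 16 tests of both sexes, and the value lies close to the threshold. PrL male water 3 and 4 held raised olfactory bulb genes, as described below, and Pdyn was not examined without them. In NAc, Penk averaged 781 ± 277 CPM, Pdyn 189 ± 61.5, Oprk1 66.9 ± 20.2, Oprl1 38.9 ± 5.51, Oprd1 20.5 ± 3.71, Oprm1 4.97 ± 2.29, Pnoc 3.28 ± 1.46 and Pomc 1.3 ± 0.385 (SD, n = 20).

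Technical measures of the libraries were compared between fentanyl and water in 120 exact permutation tests without VTA male water 3, and the smallest Benjamini-Hochberg adjusted p was 0.318. With groups of this size such a test cannot give a p under 0.00794. Groups that separate fully can thus keep a high adjusted p, and 0.318 does not argue against technical differences. In VTA males the rho across genes between GC content and the ratio of a library to the region mean was -0.333 ± 0.185 in fentanyl (SD, n = 5) and 0.586 ± 0.0523 in water (SD, n = 4, without male water 3; exact permutation p 0.00794). In S1 females the same rho with exon length was -0.184 ± 0.12 in fentanyl and 0.144 ± 0.0965 in water (SD, n = 5 each; exact permutation p 0.00794). With GC content it was 0.169 ± 0.188 in fentanyl and -0.228 ± 0.183 in water (SD, n = 5 each; exact permutation p 0.0159). The percent of reads outside exons in PrL was 10.4 ± 0.632 in female fentanyl and 12.6 ± 0.793 in female water (exact permutation p 0.00794), and 11.2 ± 0.705 against 13 ± 0.738 in males (SD, n = 5 each; exact permutation p 0.0159). In NAc males the exon length rho was -0.212 ± 0.163 against 0.122 ± 0.181 (SD, n = 5 each; exact permutation p 0.0318). Their percent of reads outside exons was 13.3 ± 0.823 against 14.7 ± 0.8 (SD, n = 5 each; exact permutation p 0.0397). In VTA males the exon length rho was 0.108 ± 0.0882 against -0.181 ± 0.0395 (SD, n = 5 and 4; exact permutation p 0.0159). Their mitochondrial percent was 5.35 ± 0.433 against 4.27 ± 0.56 (SD, n = 5 and 4; exact permutation p 0.0238).

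**Figure D4:**
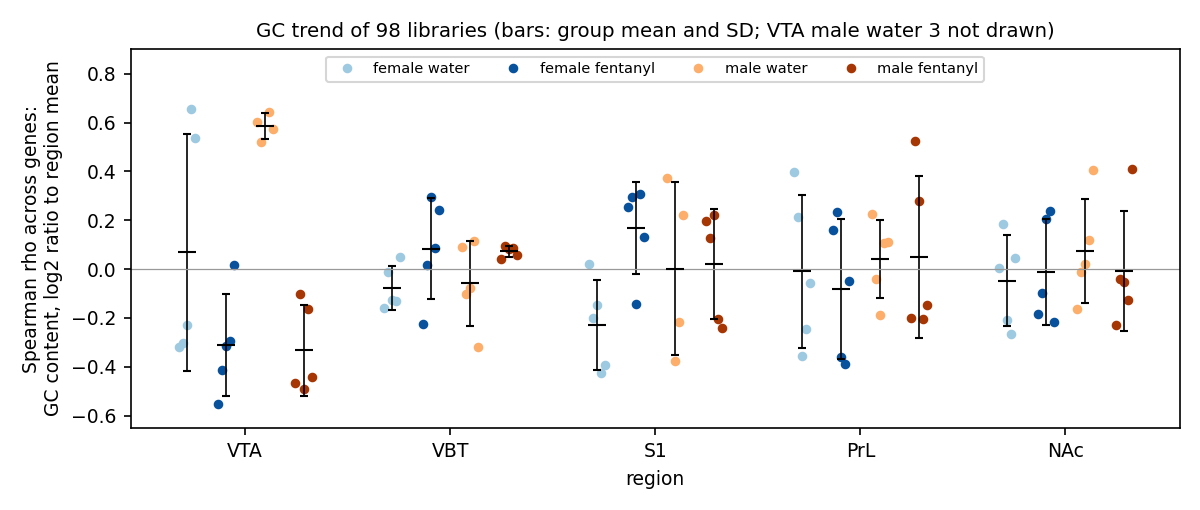
Spearman's rho across genes between GC content and the log2 ratio of a library to the region mean (vertical axis), by region, sex and treatment, with the group mean and SD. In VTA, male water averages 0.586 and male fentanyl -0.333.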

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

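Every test in this part other than the splits of the libraries, which were planned, was chosen after the pattern it addresses had been seen. Among 192 comparisons of a group's most extreme library with the others, 23 values stood apart by Dixon's criterion, where chance gives about 9.6. VTA male water 3 gave 5 of the 23. Named genes gave 9 such values of 92, where chance gives 4.6, and region scores gave 6 of 20, where chance gives 1.0. Among 70 tests of a gene list for a difference between the sexes, camera called 18 and fry 1.

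VTA male water 3 stood apart from its group in the number of genes with a count (6333), the VTA score (1.21), the summed Y-linked genes (221 CPM, from Ddx3y alone), Snrnp70 (932.6 CPM) and Slc22a17 (794.5 CPM). Lower depth is argued against, since every other library kept at least 22790 genes when thinned to the same 16000000 counts. A swap of labels with VBT male water 3 is also argued against, as that library scored 0.73 on the VTA list. Few molecules entering the library remain open. Of the genes at 100 CPM or more in VBT male water, 90.4% had a count here, where each of the other 98 libraries had counts for at least 99.96% of such genes of its region. A draw of 17385 molecules, fitted to this library, gives counts to 0.27% of the genes under 1 CPM and 6.74% of those at 1 to 10 CPM, and the library had 2.3% and 10.5%, so a single draw is not the whole account. The score of 8.07 on the VBT list, against 3.26 ± 0.245 in the other VTA libraries (SD, n = 19), is consistent with thalamic tissue, whether through a dissection or a label. The count of called VTA genes in males was 42 with this library and 4355 without it.

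VBT female fentanyl 1 held 20.9 CPM of the 4 Y-linked genes summed. The genes stood at 8.11% to 11% of the male VBT mean, against at most 1.28% in the other 49 female libraries, which argues against reads shared with the X copies. Xist stood at 396 CPM, with 446 ± 93.4 (SD, n = 9) in the other VBT females, which argues against a wrong sex label. A share of reads or tissue from a male sample may explain it, with the lowest of the 4 genes at 8.11%. The source was not identified, and no biological explanation was tested.

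PrL female water 5 and PrL male water 3 had low cortex scores, at 5.80 and 5.52. They also had raised VTA scores, at 1.19 and 1.78. A list of 6 olfactory bulb genes (Tbx21, Sp8, Tshz1, Lhx1, Pax6 and Scgn), written after some other genes of that tissue had been looked at, scored 4.18 and 4.58 in them. The highest score of the other 18 PrL libraries was 2.47. That highest score was in PrL male water 4, where Sp8 stood at 8.6 CPM and Scgn at 1.66, against at most 2.61 and 0.296 in the remaining 17. Of the 6 genes, Tshz1 (27 ± 4.39 CPM), Pax6 (7.64 ± 1.12) and Sp8 (1.91 ± 0.294) had means over 1 CPM in those 17 (SD, n = 17). Eomes stood at 25.3 and 55.6 CPM in PrL female water 5 and male water 3, at 4.3 in male water 4 and at most 0.668 in the remaining 17. Cdhr1 stood at 117, 214 and 20.3 CPM, and at most 7.14. Midbrain dopamine neurons are argued against: Scgn, at 14.9 and 20.5 CPM, averaged 0.147 in VTA (n = 19), and En1 had no counts in either. Olfactory bulb tissue in these punches is consistent with the score of 4.18, and a smaller share of it may be in male water 4. The 3 are water libraries. With the first 2 left out, the average contrast of PrL called 66 genes, 57 of them among the 133. With the 3 left out it called 48, 37 of them among the 133. This tissue is thus argued against as the whole cause of the calls, and it may contribute to the rest. In NAc, male water 2 scored 3.37 on the olfactory bulb list, against at most 2.76 in the other NAc libraries. Its Scgn stood at 6.76 CPM and its Tbx21 at 1.61, against at most 1.74 and 0.139. Some of this tissue may be in that punch too, and what it means for the 129 calls in NAc males is left open.

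VBT male water 3 had a low VBT score, at 6.95, and the highest striatal score of VBT, at 6.20. Over the 20 VBT libraries the scores were correlated at Pearson's r -0.796 (permutation p 0.00039, adjusted 0.00052) and Spearman's rho -0.520 (permutation p 0.0206, adjusted 0.0206). Without the 2 libraries farthest from the median striatal score, r was -0.468, and after removal of group means it was -0.815. Striatal tissue in some punches may account for this, with the weaker r of -0.468 showing how much rests on those 2 libraries. The VTA scores of VTA female fentanyl 3 (4.49) and VTA female water 1 (4.41) were low in their groups. Those of VTA male fentanyl 1 (3.94) and 4 (4.78) were low too but not singled out by Dixon's criterion. No explanation for these was tested.

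NAc male water 1 had counts for 24079 genes. Lower depth is argued against, since it had 23069 genes at 16000000 counts, the fewest in its group. The Xist counts of S1 male water 1 (3.62 CPM) and NAc male fentanyl 1 (22 CPM) follow a pattern by number that is taken up under the other observations. The summed Y-linked genes of NAc female water 2 (0.996 CPM) and of NAc male fentanyl 5 (204.6 CPM) were small departures, and no explanation was tested.

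Among the named genes, 7 further single values stood apart. They were Rln3 in VTA female water 1 (39.4 CPM), Phf1 in S1 female fentanyl 2 (33.7 CPM), AC121821.3 in S1 male fentanyl 5 (1.29 CPM) and in S1 male water 1 (2.59 CPM), Dkkl1 in S1 female fentanyl 4 (17.7 CPM), Gm10709 in S1 female fentanyl 5 (2.93 CPM) and Gm43844 in NAc female water 3 (0.982 CPM). With the 2 in VTA male water 3 they make 9, where chance gives 4.6. No explanation was tested.

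The male minus female effects called by camera, as mean log2 fold changes, were as follows. In VTA they were -0.13 for matrix, 0.52 for mitochondrially encoded genes, -0.0054 for nuclear oxidative phosphorylation and -0.062 for large ribosomal proteins. In VBT they were 0.29 for circadian genes, -0.19 for GABA receptors and 0.54 for immediate early genes. In S1 they were 0.33 for circadian genes, -0.13 for matrix, -0.10 for nuclear oxidative phosphorylation and -0.13 for large ribosomal proteins. In PrL they were 0.20 for circadian genes, -0.81 for oligodendrocytes and -0.11 for nuclear oxidative phosphorylation. In NAc they were -0.23 for astrocytes, -0.36 for matrix, 0.39 for nuclear oxidative phosphorylation and 0.30 for large ribosomal proteins. As many calls of this kind came from 21 of the 60 splits in VTA, 45 in VBT, 48 in S1, 51 in PrL and 43 in NAc, so their number is what regrouping gives.

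Nuclear oxidative phosphorylation in NAc was the 1 sex difference that fry also called (adjusted p 0.0488). The list fell by 0.11 in females (8 of 76 genes up) and rose by 0.28 in males (75 of 76 up). A male minus female effect as large came from 1 of the 60 splits, the real one, which argues against a chance draw of libraries for this list taken alone. Over all lists, contrasts and regions, 10 of 210 effects had only the real split, where chance gives 3.5, and 7 of the 10 were in NAc. Exon length as the whole cause is argued against by an unadjusted fry p of 0.00296 with offsets for exon length, which lowered the effect to 0.23. The unadjusted fry p without them was 0.003485. Under these offsets the male change was 0.14 (65 of 76 up) and the female change -0.089 (11 of 76 up). The cortex score as a covariate gave a male minus female effect of 0.37, at a higher unadjusted fry p of 0.00729. Neither of these 2 refits was adjusted over the lists. With the number of genes with a count as a covariate the male minus female effect was 0.19, which was not tested by fry. The female change was then -0.0095 (34 of 76 up) and the male change 0.18 (72 of 76 up), so the fall in females does not hold under this covariate. A sex difference in the size of the response to fentanyl stays open as a hypothesis, and the sexes of NAc libraries may also differ in ways that were not tested.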

How the results depend on the processing

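Offsets, marker scores, the percent of reads outside exons and fits without particular libraries were chosen after seeing the data. Except for the fits that left out 1 library, 121 values that answer a comparison moved by over 1.5-fold (counts) or over the spread between such fits (rho), and 235 did not. Unless a reason is given, the cause was not tested.

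The Wald test of DESeq2 called more genes: 2 in females, 662 in males, 504 in the average and 4 in the interaction in VTA; 31, 52, 3 and 109 in VBT; 406 in females and 645 in the average in S1; 45, 32 and 778 in females, males and the average in PrL; and 16, 920, 110 and 486 in NAc. With limma-voom VTA had 6404 in males, 5224 in the average and 345 in the interaction, S1 209 in females, PrL 9 in females, 2 in males and 309 in the average, and NAc 1512 in males, 220 in the average and 1302 in the interaction. Its rho was 0.258 in VTA, 0.207 in S1 and 0.279 in PrL.

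Without a filter on low counts, the calls were 8 in males and 6 in the average of VTA, 1 in VBT males, 59 in S1 females and 75 in NAc males, and rho was 0.111 in VTA, 0.120 in S1 and 0.151 in PrL. At a mean of 50 counts they were 160 and 92 in VTA males and average, 0 in PrL females (1419 at an unadjusted p under 0.05) and 279 in NAc males. The correlation between the sexes (rho) was then 0.411 in VTA, 0.0522 in VBT, 0.361 in S1 and 0.438 in PrL.

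With the replicate number as a block, VTA had 15 calls in males and 20 in the average, VBT 1 in males, S1 51 in females and 112 in the average, PrL 0 in females (1779 at an unadjusted p under 0.05) and NAc 2 in males. Within a region, libraries of the same number in different groups were correlated at 0.0028 in VTA, -0.0517 in VBT, -0.0135 in S1, 0.0068 in PrL and -0.0529 in NAc, so the number pairs nothing there. With the number of genes with a count as a covariate, VTA had 3877 in males and 3219 in the average, S1 367 in females and 498 in the average, PrL 1 in females and 34 in the average, and NAc 5 in males and 1 in the average. The value of rho was 0.366 in VTA, 0.0552 in VBT and 0.192 in PrL, and PrL had 7 list calls.

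With the percent of reads outside exons as a covariate, VTA had 95 in the average, S1 0 in females (3040 at an unadjusted p under 0.05) and 1 in the average, PrL 0 in females (1014) and 0 in the average (1381), and NAc 317 in males and 394 in the average. The value of rho was 0.372 in VTA, -0.067 in VBT, 0.528 in PrL and 0.142 in NAc. Offsets for exon length gave 4426 in males and 14 in the average of VTA, 0 in S1 females (2285 at an unadjusted p under 0.05), 79 in the S1 average, 1 in PrL males and 12 in NAc males, with a rho of 0.224 in VTA. Offsets for GC content gave 4465 in males and 7 in the average of VTA, 18 in S1 females, 1 in PrL males, 331 in the PrL average and 323 in NAc males, with a rho of 0.106 in VTA. With male water 3 left out as well, VTA had 854 in males, 951 in the average, a rho of 0.167 and 13 list calls.

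The 6 reversals were in VTA. Under offsets for exon length and for GC content, mt-Co1 in males went to -2.04 and -2.07, mt-Cytb in males to -2.01 and -2.24, and mt-Co1 in the average to -0.86 and -0.96. With male water 3 left out, mt-Co1 in males was at 0.33 and mt-Cytb at 0.23 under offsets for GC content, so the GC reversals need that library.

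The lists called by fry were 0 in VTA, 0 in VBT, 1 in S1, 0 in PrL and 6 in NAc, and with an estimated correlation 0 in each region. At an unadjusted p under 0.05, fry gave 3 in VTA, 1 in VBT, 6 in S1, 2 in PrL and 7 in NAc, and the estimated correlation gave 2 in VTA, 0 in VBT, 3 in S1, 0 in PrL and 5 in NAc. The libraries of 1 sex alone gave 4 calls in VTA males, 270 in S1 females, 0 in PrL females (1899 at an unadjusted p under 0.05), 1 in NAc females and 12 in NAc males, and 11 list calls in VTA. The striatal score as a covariate gave a rho of -0.0626 in VBT. The cortex score gave 670 calls in NAc males and a rho of -0.0909. The olfactory bulb score gave 46 calls in the PrL average and a rho of 0.267. Without PrL female water 5 and male water 3, there were 1 call in females, 66 in the average and a rho of 0.162. Without male water 4 as well, there were 1 call in females, 48 in the average and a rho of 0.130.

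Each library was left out in turn. In VTA the count went from 3 to 4355 in males and from 4 to 4580 in the average, rho from 0.194 to 0.376 and list calls from 5 to 11; the highest counts were without male water 3. In VBT the counts went from 0 to 2 in females, 0 to 24 in males, 0 to 1 in the average and 0 to 18 in the interaction, rho from -0.128 to 0.0629 and list calls from 5 to 10. In S1 they went from 0 to 220 in females (highest without male fentanyl 5), 0 to 30 in males and 30 to 502 in the average, with rho from 0.174 to 0.348. In PrL they went from 0 to 7 in females, 0 to 1 in males and 38 to 289 in the average, with rho from 0.164 to 0.403. In NAc they went from 0 to 2 in females, 0 to 813 in males, 0 to 55 in the average and 0 to 449 in the interaction (highest without female water 3), with rho from -0.106 to 0.0604.

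For the named genes, the other alternatives kept the direction and the side of the threshold in 248 cases, moved it out of the called set in 39 and into it in 9. With 1 library left out, 385 were as before, 123 left the called set, 5 entered it and 0 reversed. Simulated 2-fold changes were found for 11 of 100 genes in VTA with male water 3 present, so few called genes there say little about absence.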

Other observations

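The splits of the libraries were planned, and every other test in this part was chosen after the pattern it addresses had been seen.

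The splits give the background of each count of called genes. In VTA, as many genes came from 60 of the 60 splits in females, 1 in males, 1 in the average and 60 in the interaction. Without VTA male water 3 the numbers were 60, 1, 1 and 60. VBT gave 60 of 60 in each contrast. S1 gave 1 in females, 60 in males, 1 in the average and 60 in the interaction. PrL gave 1, 60, 1 and 60, and NAc gave 60, 1, 60 and 60. The count of 60 belongs to observed counts of 0. A rho between the sexes as large came from 4 splits in VTA, 60 in VBT, 2 in S1, 4 in PrL and 56 in NAc. As many camera calls came from 23 splits in VTA, 33 in VBT, 10 in S1, 15 in PrL and 5 in NAc, so no region had more list calls than regrouping gives at 1 in 20. A low share of splits shows that the libraries differ by treatment label, and not that treatment is the reason.

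The 4355 genes called in VTA males without male water 3 follow a difference between libraries. Male fold changes were correlated with GC content at a rho of -0.585 across genes. In VTA, the 4 male water libraries kept and 2 of the 5 female water libraries had a GC trend of at least 0.52, and the other libraries had at most 0.016, male water 3 aside. Of the 4355 genes, 96.9% changed in the opposite direction between the female water libraries of high and of low trend, which share a treatment. This is consistent with a difference in library making or tissue quality that fell unevenly between the male groups. The VTA score was also lower in male fentanyl, at 5.2 ± 0.862 against 6.07 ± 0.354 in water (SD, n = 5 and 4, exact permutation p 0.103). No fit used that score as a covariate, so its part in the 4355 calls was not tested. GC content as the whole cause is argued against, as 854 genes were called with offsets for GC content, 615 of them among the 4355. Of these 854, 78.1% still went the opposite way in the female water libraries. An effect of fentanyl on some of these genes stays open and untested, and the label splits cannot separate it from the library difference.

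In S1, 0 genes were called in females with offsets for exon length (2285 at an unadjusted p under 0.05), so a length trend between libraries may explain the 28 calls. The slope of each gene on the length trend within groups went with the female fold change at a rho of -0.455 across genes. For the average contrast, exon length as the whole cause is argued against by 79 calls with these offsets. The GC trend also differed between the female groups of S1. The slope of each gene on the GC trend within groups went with the female fold change at a rho of 0.417 across genes. A GC trend may thus contribute to the 28 calls, although offsets for GC content did not remove all female calls. With the percent of reads outside exons as a covariate, S1 had 0 calls in females and 1 in the average. At an unadjusted p under 0.05 the females then had 3040 genes, against 2752 without the covariate. The percent was lower in fentanyl by less than the spread, at 13.8 ± 1.57 against 14.5 ± 0.854 in females (SD, n = 5 each; exact permutation p 0.373) and 13.02 ± 1.44 against 14.1 ± 0.817 in males (SD, n = 5 and 4; exact permutation p 0.222). The slope of each gene on it within groups went with the fold change at a rho across genes of -0.104 in females and -0.171 in the average, the sign that percent would give. That percent may thus contribute to both counts in S1. For females the fall from 28 to 0 calls does not show this by itself. The smallest edgeR adjusted p of the 28 was 0.0438, and 11 of the 19 fits without 1 library also gave 0. In NAc males, 12 genes remained called with offsets for exon length, which argues against length as the whole cause. Cortical tissue is also argued against there, since 670 genes were called with the cortex score as a covariate, the 129 among them. The percent of reads outside exons was lower in fentanyl in NAc males too. With it as a covariate 317 genes were called, and 95 of the 129 were among them. In PrL, the percent of reads outside exons was lower in fentanyl in both sexes. The slope of each gene on that percent within groups went with the average fold change at a rho of -0.336 across genes, the sign that percent would give, so it may contribute to the 133 calls. Treatment stays open for each of these.

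The NAc libraries varied in cortex score from 1.71 to 5.02. Over the 20 libraries it was correlated with the striatal score at Pearson's r -0.837 (permutation p 1e-05, the smallest they can give, adjusted 4e-05) and Spearman's rho -0.827 (permutation p 5e-05, adjusted 0.0001). Without the 2 libraries farthest from the median r was -0.814, and after removal of group means -0.811. The adjustment covers 4 tests, with those for VBT. Cortical tissue in some punches may explain this, with r at -0.837, and no biological explanation was tested.

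The dopamine and opioid lists rose in NAc females, where the striatal score was also higher in fentanyl, at 8.2 ± 0.25 against 7.53 ± 0.56 in water (SD, n = 5 each; exact permutation p 0.0476, adjusted 0.476). The cortex score was 3.36 ± 1.3 against 4.38 ± 0.88 (exact permutation p 0.182, adjusted 0.644). With the cortex score as a covariate, the opioid list fell from 0.28 to 0.20 (fry adjusted p 0.0411) and the dopamine list from 0.23 to 0.13 (fry adjusted p 0.0401). The dopamine list without Drd1 and Drd2, which are also in the striatal list, was then at 0.09 (fry p 0.0879). A higher share of striatal tissue cannot be told apart from an effect of fentanyl for these lists, since the adjusted p are close to the threshold and the cortex score only stands in for that share.

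Libraries of the same number, sex and treatment, VTA male water 3 left out, deviated together across regions. Their mean correlation of deviations from the group was 0.0515 over 192 pairs (permutation p 0.0001, the smallest they can give). Over 769 pairs of other numbers it was -0.0129. Deviations from a group mean cancel within the group, so this second value largely follows from the first and is no separate background. A candidate explanation is that 1 animal gave the libraries of 1 number. A batch shared by all libraries of 1 number is argued against, since same-numbered libraries of other groups correlated at 0.0029. Joint handling of the libraries of 1 number and group cannot be told apart from a shared animal, as the labels give neither; 518 of 15556 genes had a shared deviation over 0.3, against 12 in a shuffle. If the numbers are animals, regions are not independent of each other.

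Among genes picked after their values were seen, Rpl4 in male water 5 stood at 0.567 to 0.69 of the mean of the other libraries in each of the 5 regions. In PrL it was 171 CPM against 302 ± 12.5 (SD, n = 19). Sdhd in male fentanyl 2 stood at 1.35 to 1.69 of that mean in each region. A variant carried by 1 animal could give such ratios, at most 0.69 for Rpl4, and it cannot be told apart from other causes without DNA. Xist in male libraries also followed the number (permutation p 0.0001, the smallest they can give). The median over regions was 5.99 CPM for male fentanyl 1, 4.64 for male fentanyl 3, 3.62 for male water 1 and 2.47 for male water 2, and under 1 in the other 6 numbers. Values of male water 2 ranged from 0.805 to 13.9 CPM. The median of male water 3 includes VTA male water 3, which departs from the pattern by number. At 34.3 CPM it had the highest Xist of any male library. A source shared by the libraries of 1 number and group is consistent with that p of 0.0001, and whether it lies in the animal or in handling was not tested.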
